A study of Mus musculus with 12 samples. Its data were reported in "Expression of a Neuroendocrine Gene Signature in Gastric Tumor Cells from CEA 424-SV40 Large T Antigen-Transgenic Mice Depends on SV40 Large T Antigen" (2012).

How the data were processed

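RNA from the antral region of the stomach was hybridised to 1-colour Illumina Sentrix Mouse-6 bead arrays, 1 array per mouse. The mice were CEA424-SV40 TAg transgenic animals, in which the SV40 T antigens are expressed from a minimal promoter of the human CEA gene and gastric tumours develop, and non-transgenic controls. The 12 arrays fell into 4 groups of 3 by the sample titles: control, day 30, day 60 and day 90. The labels give the controls' age as 2 to 6 months, while the study's text calls them littermates and a caption puts them at 90 days, so their age is uncertain. The titles number the mice 1 to 3 within a group. Per the labels, the transgenic samples held antral tumour together with normal tissue.

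The authors deposited a table of non-normalized probe intensities and a table of normalized intensity values for the same 46116 probes. No detection p-value, chip or slide position was given in the sources used here. In the non-normalized intensity table the array medians lay between 92.1 and 127.1 and the 5th percentiles between 68.8 and 93.7, so background had not been subtracted. The deposited normalized values were positive and linear, with medians between 36.0 and 42.2, and ranked the probes of each array as the non-normalized values did (Spearman correlation of 1). The scale was read from this comparison.

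The non-normalized intensities were background corrected by normexp with an offset of 50, quantile normalized, given a floor of 32 and put on the log2 scale. All of this was done with limma 3.58.1 in R 4.3.3. The smallest normalized value was 50.8, so the floor moved no value, and the offset makes fold changes of dim probes too small. Probes with a normalized signal above 100 on at least 3 arrays were kept, which left 22067. A group with all 3 arrays at or below 100 was taken as not above background, and the fold is then given as "at least", computed against 100. The number of arrays, 3 per group, limits the precision.

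The files pair no probe with a gene. A number written inside 9832 probe IDs after leading zeros was read as an NCBI gene number and matched to the gene identifiers of a RefSeq gene table of the assembly GRCm38.p6, and a RIKEN clone name inside 985 other IDs was matched to its symbols and synonyms. This reading of the IDs is an inference. It was checked on 90 probes that the study's own supplementary tables also name, and 89 had the same gene. Another 262 probes were named from those supplementary tables alone. Because these were mostly chosen by the study for being higher in tumours, they were used as names and never in a test of a gene list, and the largest rises named below favour them. Names of antigen receptor segments stood in 347 IDs and names of viral or mitochondrial transcripts in 16, and 34674 probes stayed unnamed. More than 1 probe was present for 721 genes; at day 90 against control 1 of these had probes called in both directions and 182 had both called and uncalled probes. Of the unnamed genes, Hes1, Gfi1 and Sox9 were not analysed here. Coordinates were not used here.

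Each comparison was fitted by itself with limma (lmFit and eBayes, 3 against 3 arrays, no covariate), with Benjamini-Hochberg adjustment over the 22067 probes and a threshold of 0.05. Errors of log2 fold changes are limma's standard errors, and signals are means ± SD of normalized signal. There were 29 gene lists, fixed before the data were examined, and each gene was represented by its probe with the highest mean. A list was tested with camera (preset correlation of 0.01) where at least 5 of its genes were measured, which held for 18 lists, with adjustment over these lists. Camera with an estimated correlation and fry were run beside it. The list of transcription factors was the study's table of genes that it took from a signature by Syder et al. and kept for their signal in these day 90 tumours. The rule for named genes was fixed then too. It takes the 10 largest rises and the 10 largest falls among probes past the threshold with 1 symbol, 1 probe per gene (the highest mean), where the 3 values of 1 group lay beyond the 3 of the other. It adds, for each list discussed, the 2 to 4 changed members with the largest folds, or the 2 with the smallest p as not passing where none changed. The genes the study names are given in every comparison against control. Where fewer than 10 probes passed, it takes all of them and then the 3 with the smallest p. Clones, predicted genes and receptor segments were counted rather than named. The labels do not say that a mouse number links animals across groups. Alternatives were the background correction, the scaling, the deposited normalized values, floors of 16 and 100, no filter or a filter at 200, 1 fit of all 4 groups, a trended and robust spread, the methods' t-test, a replicate block, and leaving out each array. The floor of 16 moved no value. A block for the slide was not run because no slide was given, and neqc was not run because it needs control probes or detection p-values. An offset of 16 and a list of squamous epithelium genes were added after seeing the data. On simulated data with the spread of each comparison, 100 probes changed by 1 on the log2 scale were called in 63% of cases for day 90 against control and 76% for day 60 against control, and probes changed by 2 in 95% and 93%. The simulated noise was normal and independent between probes, without outlier arrays, so these rates may not carry over to the real arrays. The same small number of probes was changed in every comparison, while the real calls were 4314 at day 90 and 189 at day 60 against control. The share called after Benjamini-Hochberg adjustment depends on how many probes change, so the rates do not rank the comparisons. In a simulation of lists the 1 raised list was called, and so was 1 of 17 unchanged lists.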

Results

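Gene expression in the antral region of the stomach was measured in CEA424-SV40 TAg transgenic mice at 30, 60 and 90 days of age and in non-transgenic controls, with 3 mice per group. The series follows the growth of tumours that are driven by the SV40 T antigens. Normalized signal ran from 50.8 upwards and 22067 probes were tested in each of 5 comparisons. The first principal component held 47% of the variance and placed the 3 day 90 arrays between 46.8 and 67.7 and the other 9 arrays between -33.9 and -1.09. The second component held 12.5% and was set by control mouse 3, at 52.4. Correlations between arrays of a group ranged from 0.933 to 0.956 in the controls and from 0.973 to 0.978 at day 60.

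The transgene was examined first. A probe whose ID names the SV40 large T antigen had a signal of 69.6 ± 2.44 (SD, n = 3) in the controls, 99.97 ± 23.89 at day 30, 126 ± 28.99 at day 60 and 164 ± 18.3 at day 90. All 9 transgenic arrays, the lowest at 80.1, lay above the highest control array at 72.3 (two-sided exact permutation p = 0.00909 over 220 splits). The control arrays were not above background, and the day 90 signal was at least 1.64-fold higher (limma adjusted p = 0.000281). At day 30 mouse 1 (80.07) and mouse 3 (93.36) were also below the cut of 100. In non-normalized intensity day 30 mouse 3, at 94.5, lay below every control array, the lowest of which was at 99.9. A probe common to large T and small t antigen rose from not above background by at least 1.08-fold at day 90 (adjusted p = 0.0226; exact permutation p = 0.0318 for all transgenic arrays). That call was lost in 8 alternatives, such as 75th percentile scaling (adjusted p = 0.111). A probe for small t antigen alone did not pass the filter on dim probes. Its signal was lower at day 30 (54.7 ± 2.28) than in control (64.8 ± 2.15), so differences near the floor also ran the other way.

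The comparison of day 90 with control asked which genes distinguish the developed tumour from normal antrum. Genes of neuroendocrine cells had the largest rises. Chgb, a granin of secretory granules, rose 194-fold from a signal of 213 ± 110 to 37360 ± 5325 (log2 fold change 7.60 ± 0.37, limma adjusted p = 5.82e-06), and Scg2, another granin, rose 78.4-fold (6.29 ± 0.15). The hormone genes Sct (secretin) and Gcg (glucagon) rose 117-fold (6.87 ± 0.71) and 74.7-fold (6.22 ± 0.18), and Tph1, the rate-limiting enzyme of serotonin synthesis, rose 84.1-fold (6.39 ± 0.17). The controls' Sct signal was 513 ± 610, and without control mouse 3 its log2 fold change was 7.85. This Sct probe was named from the study's supplementary tables alone. The study also counts secretin and gastrin as neuroendocrine genes at least 5-fold lower in day 90 tumours. A secretin probe that fell was not identified here. Atp4a, the catalytic subunit of the gastric proton pump of parietal cells, was 15.3-fold lower, at 620 ± 181 against 10860 ± 6651 (-3.93 on the log2 scale, and -4.55 without control mouse 3). The call was lost with the methods' t-test after Benjamini-Hochberg adjustment (adjusted p = 0.0541). The study's own rule for changed genes used unadjusted p, so this is not a failure of that rule.

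In all, 4314 of 22067 probes changed at day 90 (19.5%), 2291 higher and 2023 lower, and of these 833 were at least 2-fold higher and 489 at least 2-fold lower. The 10 largest rises among named genes also held Dlk1, an imprinted gene (60.1-fold, adjusted p = 1.66e-07), Calca, which encodes calcitonin and CGRP (at least 24.04-fold), Sbp (at least 21.03-fold), Hap1 (30.1-fold) and Nt5dc2 (30.1-fold). A second probe of Dlk1 gave 4.54 ± 0.17 on the log2 scale where the brighter one gave 5.91 ± 0.13. Of the other genes that the study names, Resp18 rose 29.3-fold, Grp, which encodes gastrin-releasing peptide, 27.3-fold, Chga, the gene of chromogranin A, 14.8-fold (3.89 ± 0.26), Etv1 13.8-fold (3.79 ± 0.19), Neurod1 4.64-fold and Nkx2-2 at least 5.87-fold. Snap25 had probes that differed, at 4.55 (adjusted p = 3.28e-06) on the brighter probe that the study's table names and 0.02 (adjusted p = 0.933) on the probe named by gene number, and only the latter entered the list tests. Other probes of Etv1 gave 0.99 (adjusted p = 0.00158) and 0.38 (adjusted p = 0.0917). Elf3 fell by 0.52 ± 0.14 on the log2 scale (adjusted p = 0.0339), a call that 8 alternatives lost, and Klf4 did not pass on its brightest probe (-0.20 ± 0.15, adjusted p = 0.417) but was lower on its other probes (-1.02, adjusted p = 0.00652, and -1.06, adjusted p = 0.00206). The list of study named genes was chosen on these samples, so its 5 rises and 1 fall among 8 members in the list test (5 and 1 adjusted over the list alone, camera adjusted p = 0.000115, adjusted p = 0.111 with an estimated correlation) are not independent evidence.

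**Figure D1:**
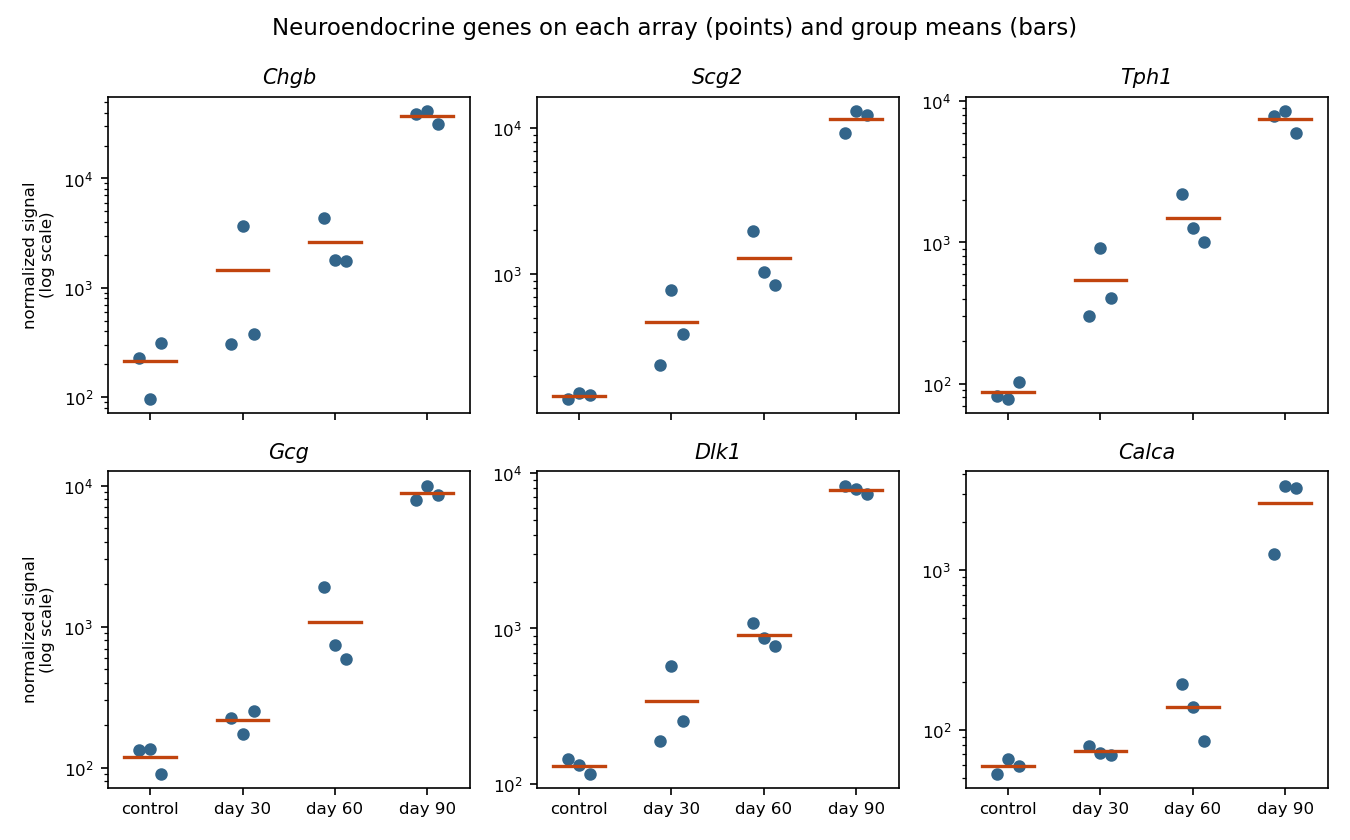
Normalized signal (log axis) of 6 neuroendocrine genes on each of the 3 arrays of the control, day 30, day 60 and day 90 groups, with bars at group means. Mean Chgb signal was 213 in control and 37360 at day 90, and mean Scg2 signal was 147 in control and 11610 at day 90.

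Genes of the neuroendocrine granule and its release machinery rose together at day 90. Of 18 measured members 15 rose and none fell (also 15 adjusted over the list alone; median log2 fold change 2.31, camera adjusted p = 1.6e-15, adjusted p = 0.111 with an estimated correlation, fry adjusted p = 0.000142). Another 10 members that only the study's tables name, chosen there for their rise, were kept out of the test, and all 10 rose. Besides Scg2 the largest were Syt4, a synaptotagmin (at least 18.2-fold, but -0.02 on the log2 scale on a second probe, adjusted p = 0.937), Pcsk2, a prohormone convertase (3.70 ± 0.21), and Ddc, the decarboxylase that completes serotonin synthesis (3.62 ± 0.35). The list of enteric neuron genes rose too, with 5 of 7 higher, among them Gap43 (3.09 ± 0.20) and Stmn3 (2.67 ± 0.16), which encode a growth cone and a microtubule protein (5 adjusted over the list alone, camera adjusted p = 0.000348, adjusted p = 0.115 with an estimated correlation). Of 13 transcription factors that the study took from Syder et al. and kept for their signal in these day 90 tumours, 7 rose (8 adjusted over the list alone, camera adjusted p = 0.000116, adjusted p = 0.111 with an estimated correlation), among them Etv1, Nkx2-2, Peg3 (2.81 ± 0.28) and Sox2 (1.61 ± 0.13). That choice favours rises, so this list is not independent evidence either. All 4 measured endocrine lineage factors rose (Etv1, Nkx2-2, Fev and Prox1), too few for a list test. Of these, Etv1 and Nkx2-2 are also on the study's list of transcription factors, so they add no independent evidence. Of 13 E2F targets 4 rose, led by Pcna, the DNA polymerase clamp (1.22 ± 0.16), and Rrm2 (1.05 ± 0.25, but 0.38 on a second probe, adjusted p = 0.101) (4 adjusted over the list alone, camera adjusted p = 0.0337, adjusted p = 0.889 with an estimated correlation). Mitosis genes did not pass as a list (1 of 10 higher, Ccnb1 at 1.10 ± 0.28, camera adjusted p = 0.475). Of 42 ribosomal protein genes 8 rose, led by Rps6 (1.39 ± 0.18) and Rpl30 (1.2 ± 0.16) (8 adjusted over the list alone, camera adjusted p = 0.0315, adjusted p = 0.545 with an estimated correlation).

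Genes of parietal and chief cells, smooth muscle and squamous epithelium were among the falls at day 90. Of 7 parietal and chief cell genes 6 fell (7 adjusted over the list alone; median -1.30, camera adjusted p = 0.000116, adjusted p = 0.443 with an estimated correlation), led by Atp4a, Clic6 (-3.10 ± 0.36) and the potassium channel gene Kcnq1 (-1.52 ± 0.23). Of 8 smooth muscle genes 5 fell, among them Mylk, the myosin light chain kinase (-1.87 ± 0.19), Synm (-1.57 ± 0.21) and Acta2, smooth muscle actin (-1.19 ± 0.14) (6 lower and 1 higher adjusted over the list alone, camera adjusted p = 0.00627, adjusted p = 0.12 with an estimated correlation). The 10 largest falls also held Pla2g1b, a secreted phospholipase (17.7-fold lower, adjusted p = 0.000177), Apoa1 (9.75-fold), Cox7a1 (9.15-fold) and 6 genes of cornifying squamous epithelium. These were Krt13 (18.2-fold, adjusted p = 0.0316), Krtdap (17.2-fold, adjusted p = 0.0367), Rptn (14.04-fold), Crct1 (11.7-fold), Krt10 (10.04-fold) and Lce1b (9.70-fold). Their signals varied within groups, and Krt13 was at 2199 in day 90 mouse 1 and at 66.2 and 72.2 in the other day 90 mice. Each of the 6 lost its call in at least 1 alternative. Krt13 and Krtdap lost it in 7, 4 of them single arrays left out. Without day 90 mouse 2 their log2 fold changes were -3.32 and -3.13 against -4.19 and -4.11 (adjusted p = 0.153 and 0.165), and without day 90 mouse 1 they were -5.85 and -5.80. Rptn, Crct1 and Krt10 also lost the call without day 90 mouse 2 (-3.15, -2.95 and -2.92, adjusted p = 0.0571, 0.0634 and 0.0509). A trended and robust spread ended all 5 calls at unchanged folds. Lce1b lost it only with the methods' t-test after Benjamini-Hochberg adjustment (adjusted p = 0.084), which the study's own rule did not use. The mean of 13 other squamous genes was 8.20 ± 0.17 on the log2 scale in control and 7.22 ± 0.68 at day 90. Leaving out day 90 mouse 2 or 3 reduced the changed probes to 2417 and 2635. With the deposited normalized values 68.3% of the changed probes were higher, against 53.1%. There only 10961 probes passed the filter, so the 2 shares are not of the same probes.

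**Figure D2:**
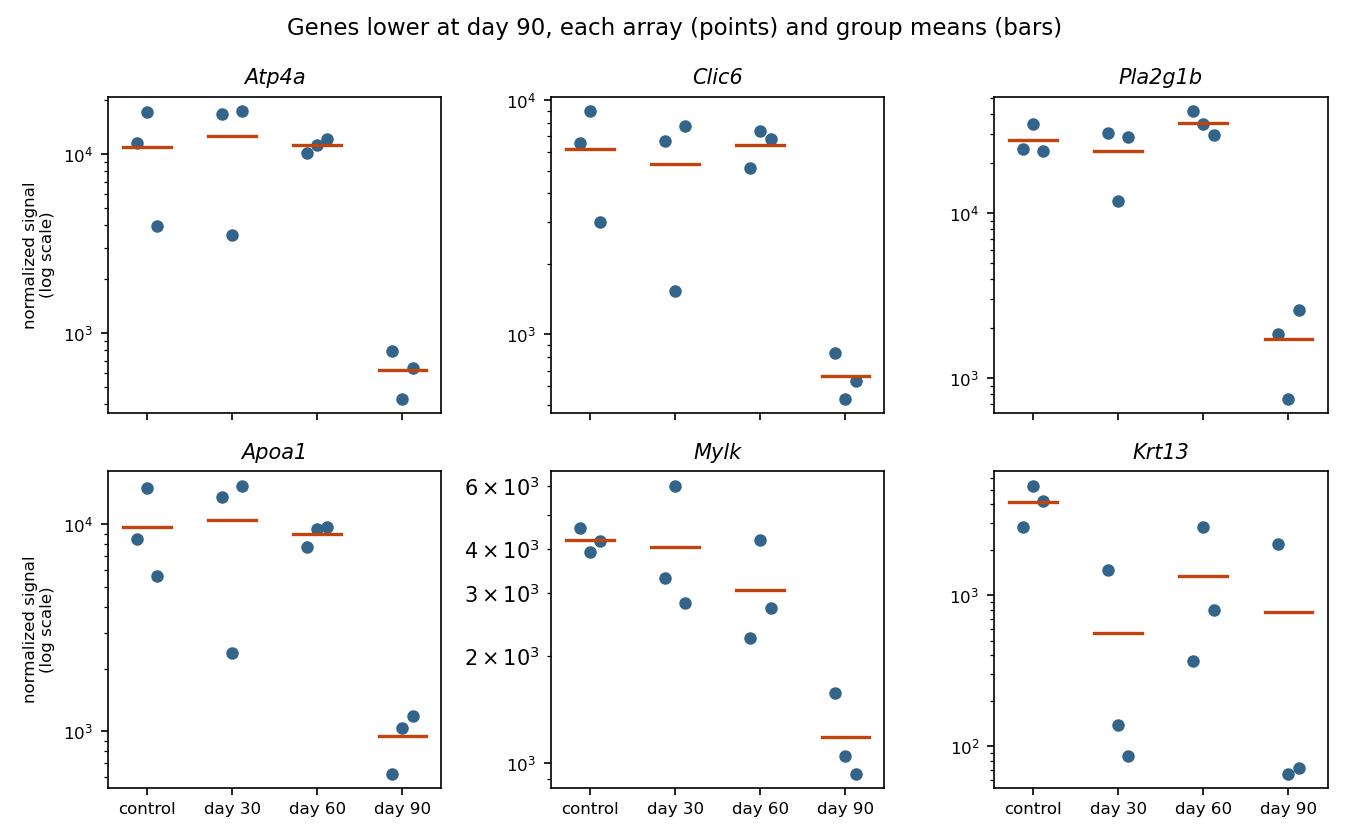
Normalized signal (log axis) of 6 genes that were lower at day 90, on each of the 3 arrays of the 4 groups, with bars at group means. Mean Atp4a signal was 10860 in control and 620 at day 90, and mean Krt13 signal was 4120 in control and 779 at day 90.

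**Figure D3:**
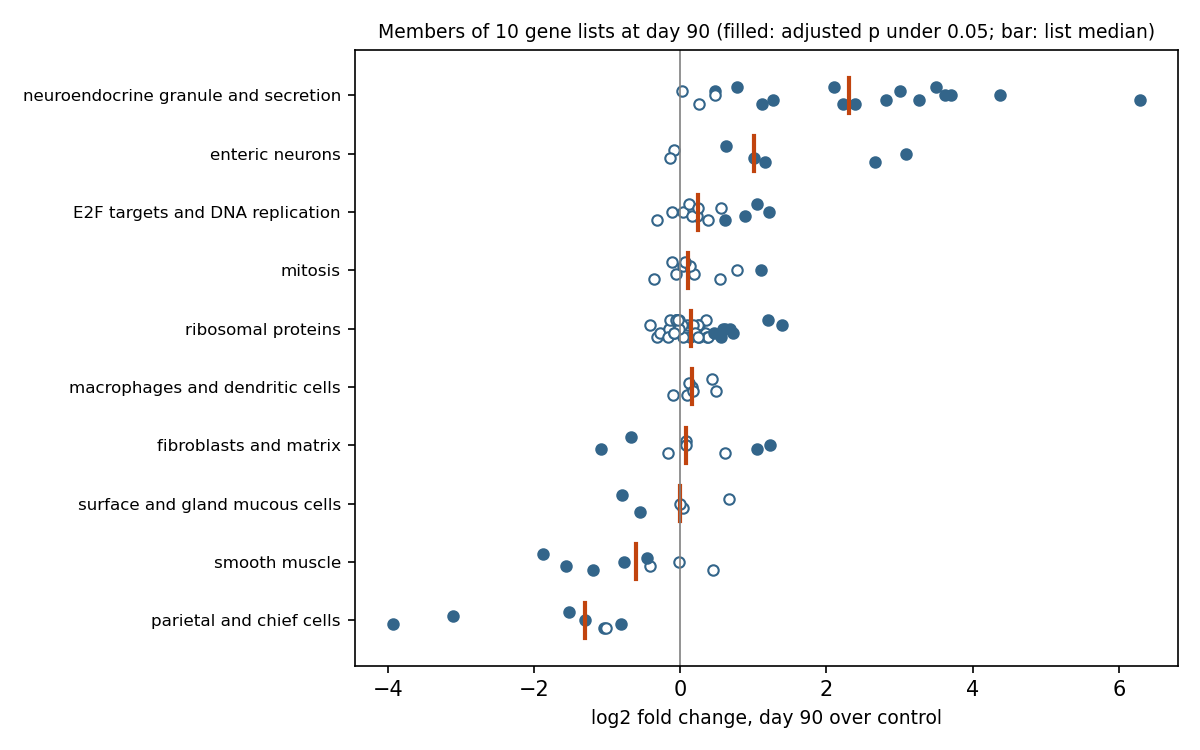
The log2 fold change of each measured member of 10 gene lists, day 90 over control, with filled points for members past the adjusted threshold and bars at list medians. The median was 2.31 for neuroendocrine granule genes and -1.30 for parietal and chief cell genes.

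At day 60 several neuroendocrine genes were higher than in control. Sct rose 30.3-fold (4.92 ± 0.72, limma adjusted p = 0.0274, and 5.90 without control mouse 3), Tph1 16.2-fold (4.02 ± 0.26, adjusted p = 0.00141), Chgb 12.5-fold (3.65 ± 0.46) and Scg2 8.19-fold (3.03 ± 0.27). The rises of Hap1 (9.48-fold), Gcg (8.003-fold), Dlk1 (6.91-fold), Nt5dc2 (6.45-fold), Resp18 (4.65-fold) and Spc25, a kinetochore gene (4.55-fold), completed the 10 largest. Second probes gave less for Spc25 (0.43 on the log2 scale, adjusted p = 0.148), Dlk1 (1.28, adjusted p = 0.0193) and Nt5dc2 (1.63, adjusted p = 0.0196). Etv1 (3.44-fold), Grp (3.01-fold), Nkx2-2 (at least 1.87-fold) and Neurod1 (1.89-fold) passed too. Snap25 again differed between probes (1.79, adjusted p = 0.0196, and 0.10, adjusted p = 0.812), and other Etv1 probes gave 0.45 (adjusted p = 0.184) and 0.24 (adjusted p = 0.448). Chga (1.596 ± 0.322, adjusted p = 0.0661), Calca (at least 1.32-fold, adjusted p = 0.0889), Klf4 (0.64 ± 0.15, adjusted p = 0.107), Elf3 (0.23 ± 0.14, adjusted p = 0.518) and the large T antigen probe (at least 1.23-fold, adjusted p = 0.0591) did not. The large T antigen probe passed in 4 alternatives (adjusted p = 0.0152 with a trended and robust spread), Chga in 2 and Calca in 1.

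Of the 22067 probes 189 changed at day 60, 187 higher and 2 lower, and none of the lower ones had a gene name. The neuroendocrine granule list was shifted up (2 of 18 members, Scg2 and Syt4, which rose at least 2.18-fold but was at -0.09 on a second probe, and 12 adjusted over the list alone, camera adjusted p = 7.14e-09, adjusted p = 0.37 with an estimated correlation, fry adjusted p = 0.0506). Lists of mitosis genes (1 of 10, Cenpa at 1.04 ± 0.13, 5 adjusted over the list alone), E2F targets (1 of 13, Pcna at 0.91 ± 0.14, 4 adjusted over the list alone) and interferon response genes (2 of 8, 3 adjusted over the list alone) were shifted up as well, with camera adjusted p of 7.02e-05, 7.02e-05 and 0.000718 and an adjusted p = 0.37 for each with an estimated correlation. The interferon genes were Oas1a (1.46 ± 0.24) and Irf7 (0.88 ± 0.13). The study named genes, chosen on these samples, held 4 rises among 8 (6 adjusted over the list alone, camera adjusted p = 1.01e-08, adjusted p = 0.37 with an estimated correlation). Parietal and chief cell genes had a median of 0.15 and none passed, and the 13 squamous genes had a mean of 7.58 ± 0.40 at day 60 against 8.20 ± 0.17 in control. None of the 15 genes chosen by the naming rule, and none of the 10 changed list members beside them, kept the call at day 60 in every alternative. The count was 3 without control mouse 1, 42, 26 and 51 without day 60 mouse 1, 2 and 3, and 42 with the replicate block, and 19 of the 26 were lower.

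At day 30 no probe differed from control after adjustment in limma, and 887 had an unadjusted p under 0.05 (the methods' t-test gave 927, and 0 after Benjamini-Hochberg). The smallest p values among named genes, none past the threshold, belonged to Tph1 (2.47 ± 0.35), Calm4 (-2.32 ± 0.37) and Ltf (-1.996 ± 0.327), each with an adjusted p of 0.469. Chgb had a log2 fold change of 1.99 ± 0.85 (3686 in day 30 mouse 2 and 308 and 381 in the others), Sct of 2.96 ± 0.73, Scg2 of 1.51 ± 0.36 and Dlk1 of 1.21 ± 0.35, and those of Gcg (0.86 ± 0.20), Snap25 (0.89 ± 0.24, and 0.19 on its other probe), Resp18 (1.02 ± 0.32), Chga (0.75 ± 0.25), Etv1 (0.68 ± 0.20), Nkx2-2 (0.55 ± 0.24), Calca (0.31 ± 0.14), Grp (0.28 ± 0.20), Elf3 (0.11 ± 0.16), Klf4 (-0.06 ± 0.20, and 0.43 and 0.35 on its other probes) and Neurod1 (-0.04 ± 0.13) were smaller. As a list, neuroendocrine granule genes were shifted up with the preset correlation (median 0.23, camera adjusted p = 0.000703, adjusted p = 0.305 with an estimated correlation) with no member past the threshold and 1 adjusted over the list alone. The lists of interferon response and of fibroblast and matrix genes were also shifted up (camera adjusted p = 0.00239 and 0.0248, and adjusted p = 0.345 and 0.549 with an estimated correlation), with 2 interferon genes, Oas1a (0.89 ± 0.20) and Irf7 (0.52 ± 0.13), and no fibroblast gene adjusted over the list alone. Fibroblast genes with the smallest p were Col1a1 (0.56 ± 0.22) and Col5a1 (0.32 ± 0.15), neither passing. The study named genes were shifted up too, with 2 adjusted over the list alone (camera adjusted p = 0.00012, adjusted p = 0.223 with an estimated correlation), on samples they were chosen from. The lists of smooth muscle, intestinal, neutrophil and mast cell, and pancreatic acinar genes were shifted down (camera adjusted p = 0.00239, 0.00535, 0.0112 and 0.0198, and adjusted p = 0.305, 0.384, 0.305 and 0.61 with an estimated correlation). Adjusted over the list alone 1 of their genes was lower, S100a9 (-0.83 ± 0.22), and 0 passed in the other 3 lists. Among the smallest p values there, none passing, were those of Kcnmb1 (-0.41 ± 0.15), Slc5a1 (-1.30 ± 0.57) and Cyp3a11 (-0.67 ± 0.36), Cma1 (-0.40 ± 0.15), and Prss1 (-1.78 ± 1.22) and Ctrc (-0.60 ± 0.54). The 13 squamous genes had a mean of 7.32 ± 0.45 at day 30 against 8.20 ± 0.17 in control, and Atp4a was at 3527 in day 30 mouse 2 and 3931 in control mouse 3 and between 11470 and 17330 in the other 4. Leaving out day 30 mouse 1 gave 83 changed probes, 80 of them lower, with Tph1 (2.81, adjusted p = 0.0159), Calm4 (-2.80, adjusted p = 0.0011) and Ltf (-2.38, adjusted p = 0.00669) among them. Leaving out control mouse 3 gave 2, and Sct passed (3.94, adjusted p = 0.0207).

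Between day 30 and day 60 the rises included Gcg and Grp. Gcg rose 4.41-fold (2.14 ± 0.36, limma adjusted p = 0.0457) and Grp 2.48-fold. Stmn1 (2.53-fold), Hmgn2 (2.52-fold), Hmgb1 (2.30-fold) and Tuba1a (2.47-fold), which encode chromatin and microtubule proteins, rose with Rps6 (2.83-fold), the class I histocompatibility gene H2-K1 (2.55-fold), the fatty acid synthase gene Fasn (2.38-fold) and Ndrg4 (2.29-fold). Col4a5, a basement membrane collagen gene, fell by 0.79 ± 0.14 on the log2 scale (adjusted p = 0.0497). In all 79 probes changed, 78 of them higher. Neuroendocrine granule genes (no member alone, 10 adjusted over the list alone, camera adjusted p = 2.43e-05, adjusted p = 0.426 with an estimated correlation) and E2F targets (1 of 13, Pcna at 1.04 ± 0.14, 2 adjusted over the list alone, camera adjusted p = 0.00339, adjusted p = 0.938 with an estimated correlation) were shifted up as lists, as were the study named genes (1 of 8, Etv1 at 1.11 ± 0.17, with 0.06 and 0.21 on its other probes, 6 adjusted over the list alone, camera adjusted p = 9.47e-05, adjusted p = 0.36 with an estimated correlation). Mitosis genes did not pass (0 of 10, median 0.29, camera adjusted p = 0.0928). The count depended on the settings. It was 190 without background correction, 228 without a filter, 173 with 1 fit of all 4 groups and 208 with a trended and robust spread, but no probe changed with 75th percentile scaling, the deposited normalized values, a floor of 100, a filter at 200, the replicate block, the methods' t-test with Benjamini-Hochberg, an offset of 16 (chosen after seeing the data), or without day 60 mouse 2, day 60 mouse 3 or day 30 mouse 3. Where their calls were lost the log2 fold changes stayed near 2.14 for Gcg (2.13 to 2.56) and near 1.35 for H2-K1 (1.23 to 1.48). Without day 60 mouse 1, day 30 mouse 1 or day 30 mouse 2 the count was 7, 229 and 228. The count of lists was 3, and 5 without day 60 mouse 2, day 60 mouse 3 or day 30 mouse 2.

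Between day 60 and day 90 the endocrine genes rose further and parietal cell genes fell. Pappa2, a protease of insulin-like growth factor binding proteins, rose 20.8-fold from 141 to 2981 ± 906 (4.38 ± 0.21, limma adjusted p = 1.08e-06), Calca 18.3-fold, Chgb 15.5-fold, Thy1 14.5-fold, Scg2 9.58-fold and Gcg 9.33-fold. Grp (9.06-fold), Eef1a2 (8.97-fold), Dlk1 (8.70-fold) and Sbp (8.62-fold) completed the 10 largest rises, and a second probe of Eef1a2 gave 1.01 on the log2 scale against 3.17. Atp4a was 18.5-fold lower (-4.21 ± 0.19, adjusted p = 1.01e-06) and Pla2g1b 22.8-fold lower. Apoa1 (9.75-fold), Clic6 (9.75-fold), Fabp3 (8.91-fold), Cox7a1 (7.98-fold), Mogat1 (7.63-fold), Fa2h (6.39-fold), Lpl (6.12-fold) and Kcnj15 (5.79-fold) were the next largest falls.

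Of 22067 probes 4363 changed between day 60 and day 90, 2193 higher and 2170 lower. Of 18 neuroendocrine granule genes 15 rose, led by Scg2, Syt4 (3.06 ± 0.21, but 0.07 on a second probe) and Pcsk2 (2.67 ± 0.21) (15 adjusted over the list alone, camera adjusted p = 9.67e-14, adjusted p = 0.216 with an estimated correlation), and all 7 parietal and chief cell genes fell, with Slc26a9 at -1.47 ± 0.19 (7 adjusted over the list alone, camera adjusted p = 6.96e-08, adjusted p = 0.216 with an estimated correlation). Enteric neuron genes rose (5 of 7, Gap43 at 2.14 ± 0.17 and Stmn3 at 1.70 ± 0.19, 5 adjusted over the list alone, camera adjusted p = 0.000652, adjusted p = 0.216 with an estimated correlation), and so did the transcription factors from Syder et al., kept for their signal in these day 90 tumours (8 of 13, 8 adjusted over the list alone, camera adjusted p = 4.43e-05, adjusted p = 0.216 with an estimated correlation), with Etv1 at 2.01 ± 0.15 (0.54 and 0.13 on its other probes) and Peg3 at 1.95 ± 0.28. Interferon response genes fell (4 of 8, Oas1a at -2.49 ± 0.23 and Irf7 at -0.63 ± 0.12, 6 adjusted over the list alone, camera adjusted p = 0.00376, adjusted p = 0.619 with an estimated correlation). The ribosomal protein list was shifted up with 1 of 42 members passing, Rps13 at 0.38 ± 0.12, a call that 13 alternatives lost (0 adjusted over the list alone, camera adjusted p = 0.00144, adjusted p = 0.798 with an estimated correlation), and the study named genes held 5 rises and 2 falls, of Klf4 (-0.83 ± 0.11) and Elf3 (-0.75 ± 0.14) (5 and 2 adjusted over the list alone, camera adjusted p = 0.00562, adjusted p = 0.259 with an estimated correlation). E2F targets (median -0.05, mean 0.01, test direction up, so that the signs differ; 1 of 13 lower, 0 adjusted over the list alone) and mitosis genes (median -0.25, 0 of 10) did not pass as lists (camera adjusted p = 0.834 and 0.56).

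The difference between day 60 and control and the difference between day 90 and day 30, which share no array, correlated across the 22067 probes with Pearson's r = 0.307 and Spearman's rho = 0.366. Probes are not independent replicates, so no p is given. The r was 0.187 without control mouse 2 and 0.389 without control mouse 3.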

Values the study reported

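The study reported 4, 27 and 338 probe sets expressed more than 5-fold above normal littermates in transgenic antra at 30, 60 and 90 days, of which 272 had p<0.05 at day 90. It gave a 15-fold rise of Chga mRNA in day 90 tumours and an enrichment of Etv1 transcripts of more than 17-fold there.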

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

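Both tests on parietal cell genes, the list of squamous genes, the margin against the control SD and the rule for the genes of this first paragraph were chosen only after the results were seen. The genes here were taken because they were higher than control at day 60 and lower at day 90, each past the adjusted threshold. This choice fixes a difference between the 2 ages, so no p is given for it. Oas1a, an interferon-induced antiviral gene, had a signal of 513 ± 158 (SD, n = 3) in control, 924 ± 64.1 at day 30, 1400 ± 363 at day 60 and 254 ± 87.2 at day 90, and differed by -2.49 on the log2 scale between day 60 and day 90. Oas1g differed by -1.95, with 451 ± 112 at day 60 and 116 ± 17.6 at day 90. Apol9a differed by -2.09, and an unnamed probe, scl42110.7.200_45-S, by -2.81. The calls of Oas1a against control were lost in 7 alternatives at day 60 and in 6 at day 90.

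As a mean, squamous epithelium genes lay below control on the transgenic arrays. Krt13 by itself did not on each of them, with 2831 in day 60 mouse 2 and 2813 in control mouse 1. A list of 55 other squamous genes was written after Krt13 and its neighbours were seen, and 13 were measured. Among these, Jup was higher at day 30 than in control (10.06 against 9.89, log2) and Itgb4 was level at day 60 (9.79 against 9.82). The mean of the 13 was 8.20 ± 0.17 (log2) in control, 7.32 ± 0.45 at day 30, 7.58 ± 0.40 at day 60 and 7.22 ± 0.68 at day 90. Unequal amounts of squamous stomach lining in the samples may account for this. The 13 genes deviated together within groups (mean pairwise correlation 0.587). Genes of 1 tissue could do so whatever separates the groups, so this does not decide between explanations. A difference between transgenic and non-transgenic mice also stays open, as 0 of 9 transgenic arrays reached the lowest control, but the gap of 0.039 was smaller than the control SD of 0.171. Age is a further open explanation, because the labels give the controls 2 to 6 months, while the study's text calls them littermates and a caption puts them at 90 days.

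Parietal and chief cell genes were lower at day 90. A lower share of every non-tumour cell type would lower other cell types alike. The mean of the parietal and chief cell list fell by 1.89 more than the mean of the macrophage, fibroblast and mucous cell lists. These differed by 0.20, 0.14 and -0.13, which argues against an equal fall of these lists only. Outside that test smooth muscle, intestinal, endothelial, acinar, adipocyte and red blood cell lists differed by -0.73, -0.86, -0.29, -0.17, -1.25 and -1.30. Neuron, neutrophil and mast cell, plasma cell and Cajal cell lists differed by 1.19, 0.08, 0.23 and 3.79. The Cajal cell value was that of Etv1 alone, and the plasma cell value also rested on 1 gene. Adipocyte and red blood cell values rested on 2 genes each and the endothelial value on 3. Such short lists do not measure the share of a cell type. The test was chosen after these values were seen. It cannot exclude a lower share of some non-tumour cell types. Less of the parietal cell region in the day 90 samples cannot be told apart from a loss of these cells, because the labels do not say how much of that region each sample held, and Atp4a already ranged over 2.13 on the log2 scale among the 3 controls.

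Nearly all changed probes at day 60 were higher. The normalization between arrays is argued against as the cause, since at least 98.6% of changed probes were higher with 75th percentile scaling and with the deposited values. Falls hidden by a large spread among the control arrays cannot be told apart from an absence of falls. The 167 probes over 2-fold lower had 2.87 times the median residual SD of the 131 over 2-fold higher (1.07 against 0.372). Their median SD was 1.33 against 0.292 in the controls and 0.606 against 0.378 at day 60. Both sets were picked by their own change, so this ratio does not decide. The direction also depended on single arrays, with 34 lower probes among 278 without control mouse 3 and 19 lower among 26 without day 60 mouse 2.

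With 3 arrays against 3 there are 10 splits, which cannot give a share under 0.05 (the smallest is 0.1). For day 90 against control the real split gave 4314 changed probes and the highest other split 2, with 1 split giving as many. For day 60 against control these were 189 and 1, with 1 split, and for day 30 against control 0 and 0, with 10 splits. For day 60 against day 30 they were 79 and 28, with 1 split, and for day 90 against day 60 they were 4363 and 6, with 1 split. Counts of changed gene lists were 8 in the real split and 8 in the highest other for day 90 against control (3 of 10 splits gave as many), 5 and 8 for day 60 against control (6 splits), 8 and 6 for day 30 against control (1 split), 3 and 11 for day 60 against day 30 (8 splits), and 7 and 9 for day 90 against day 60 (7 splits). Other splits gave more lists than the real one in 3 comparisons, so the list counts carry little weight. No list call held in camera with an estimated correlation. That run also lost lists whose estimate lay below the preset 0.01. For smooth muscle at day 90 against control the estimate was -0.0556, and camera adjusted p went from 0.00627 to 0.12. The losses therefore do not show that correlation between genes produced the calls.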

How the results depend on the processing

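Of the alternatives, only the normexp offset of 16 was chosen only after the result was seen. No gene chosen by the naming rule was called in opposite directions, though small differences that did not pass, such as Klf4 at day 30 (-0.06, and 0.43 on another probe), changed sign. Of the genes named as changed, 19 of 30 kept the call in all alternatives for day 90 against control, 17 of 20 for day 90 against day 60, 0 of 15 for day 60 against control and 0 of 11 for day 60 against day 30. Of the other changed list members these were 31 of 62, 23 of 59, 0 of 10 and 0 of 2, and Syt4 and Rpl21 had a second probe of opposite sign that did not pass. The floor of 16 moved no value, and the slide block and neqc were not run. The filter acted on the values of each setting, so the probes tested differed from the main 22067. They were 37410 without background correction, 23075 with 75th percentile scaling and 10961 with the deposited values. No filter left 46116, a filter above 200 left 9298 and the offset of 16 left 13447. Counts from these settings are therefore not of the same probes. In each case below the cause was not tested.

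For day 90 against control the 4314 changed probes became 1644 with the methods' t-test and Benjamini-Hochberg, and 1221 with its unadjusted p under 0.05, 2-fold and over 100 apart. Leaving out single arrays gave 2417 to 4720 (2417 without day 90 mouse 2, 2635 without day 90 mouse 3). With the deposited normalized values, of which 10961 probes were tested, 68.3% of the changed probes were higher, against 53.1%. The 8 changed lists became 5 with a filter above 200, 0 with an estimated correlation, 7 with fry, and 6 to 9 on leaving out arrays.

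For day 60 against control the 189 changed probes became 389 with the deposited normalized values, 8 with a floor of 100, 313 without a filter, 322 with all 4 groups in 1 fit and 426 with trend and robust. The methods' t-test gave 0 after Benjamini-Hochberg, 2750 by unadjusted p and 122 at 2-fold and over 100 apart. Leaving out arrays gave 3 (without control mouse 1) to 278 (without control mouse 3), with 42, 26 and 51 without day 60 mouse 1, 2 and 3. The 5 changed lists became 9 without a filter, 0 with an estimated correlation, 3 with fry, and 5 to 7 on leaving out arrays.

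For day 30 against control the 0 changed probes became 927 by unadjusted p of the methods' t-test and 85 of these at 2-fold and over 100 apart. Leaving out arrays gave 0 to 83 (83 without day 30 mouse 1, 2 without control mouse 3). The 8 changed lists became 3 with the deposited normalized values, 5 with a floor of 100, 2 with a filter above 200, 5 with all 4 groups in 1 fit, 0 with an estimated correlation and 0 with fry. The range over left out arrays was 6 to 12.

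For day 60 against day 30 the 79 changed probes became 190 without background correction, 228 without a filter, 173 with all 4 groups in 1 fit, 208 with trend and robust, and 2652 by unadjusted p of the methods' t-test. They became 0 with 75th percentile scaling, the deposited normalized values, a floor of 100, a filter above 200, the offset of 16, and the methods' t-test with Benjamini-Hochberg. Leaving out arrays gave 0 to 229: 7, 0 and 0 without day 60 mouse 1, 2 and 3, and 229, 228 and 0 without day 30 mouse 1, 2 and 3. The 3 changed lists became 5 without background correction, with 75th percentile scaling or with a floor of 100, 6 without a filter or with the mean of all probes of a gene, and 0 with an estimated correlation or fry. Leaving out arrays gave 2 to 5 lists, with 5 without day 60 mouse 2, day 60 mouse 3 or day 30 mouse 2.

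For day 90 against day 60 the 4363 changed probes became 1506 with the methods' t-test and Benjamini-Hochberg and 883 at 2-fold and over 100 apart, and 2922 to 4884 on leaving out arrays. The 7 changed lists became 4 with the deposited normalized values, 0 with an estimated correlation, and 7 to 8 on leaving out arrays. The correlation of 0.307 between differences that share no array ran from 0.187 (without control mouse 2) to 0.389 (without control mouse 3).

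With the replicate block, which treats mice of the same number as paired, day 90 against control gave 3619 changed probes, day 90 against day 60 gave 3996, day 60 against control 42, day 60 against day 30 0 (with 5 lists) and day 30 against control 0. Arrays of the same mouse number did not resemble each other across groups: the mean correlation of their deviations was -0.0754 over 18 pairs, against 0.0373 over 36 pairs of different number.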

Other observations

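Probes for immunoglobulin segments, counted by the names in their IDs after the data were seen, were higher at day 90 than at day 60. Of 75 heavy chain probes 41 rose and of 70 kappa chain probes 53 rose, with medians of 0.76 and 1.30 on the log2 scale, and none fell. Against control 5 and 8 of them rose at day 90, with medians of 0.45 and 0.71, and none passed at day 60, where the medians were -0.27 and -0.43. Of all 22067 probes, 2193 rose between day 60 and day 90 and 2291 rose at day 90 against control. The shares of segment probes against control were thus near that of all probes. Segment probes are not independent observations. None of the 7 T cell receptor probes changed in any comparison.

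Among lists that did not change at day 90 against control, macrophage genes (0 of 7 changed, camera adjusted p = 0.33), hypoxia and glycolysis genes (1 of 11 lower, Ldha at -0.97, adjusted p = 0.841) and p53 targets (1 of 7 higher, Zmat3 at 0.71, adjusted p = 0.8) had medians of 0.17, 0.00239 and 0.041. For hypoxia genes the mean was -0.13 and the test pointed down, and for neutrophil and mast cell genes the median was -0.10, the mean 0.08 and the test down, so that signs differed. The counts adjusted over each list alone were the same, except for red blood cell genes with 2 lower. Fibroblast and matrix genes split, with Col3a1 (1.23 ± 0.21) and Col1a2 (1.05 ± 0.25) higher and Fbln1 (-1.09 ± 0.26) and Col6a1 (-0.67 ± 0.17) lower (adjusted p = 0.792). Mucous cell genes had 2 of 5 lower, Psca (-0.80 ± 0.15) and Capn8 (-0.56 ± 0.15) (adjusted p = 0.475), and interferon genes 1 of 8 lower (adjusted p = 0.475). Pancreatic acinar genes (1 of 8 lower, adjusted p = 0.6), intestinal genes (1 of 7 lower, adjusted p = 0.241) and neutrophil and mast cell genes (0 of 7, adjusted p = 0.8) did not change as lists. Of lists with under 5 measured genes, imprinted genes had 2 of 4 higher, gut peptides 2 of 3 higher, adipocyte genes 1 of 2 lower, red blood cell genes 1 of 2 lower, interstitial cell of Cajal genes 1 of 1 higher (Etv1, also on the endocrine factor list), and endothelial (0 of 3), B and plasma cell (0 of 1) and immediate early (0 of 2) genes none. No enteric glia or T and NK cell gene was measured.

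At the study's threshold of 5-fold above control the quantile normalized values gave 4, 9 and 159 probes at days 30, 60 and 90, and the deposited normalized values gave 4, 27 and 328. The quantile normalized counts at the later ages are lower than the values quoted from the study. Probes over 5-fold below control numbered 83, 37 and 77 with the quantile normalized values and 152, 73 and 128 with the deposited ones. By the methods' t-test, 13, 1 and 55 of the quantile normalized falls had an unadjusted p under 0.05. Of the quantile normalized rises, 2, 8 and 158 did.

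A probe named for the mitochondrial ATP6 transcript had a non-normalized intensity of 129 in control mouse 1 and between 22860 and 33843 on the other 11 arrays, while the probe for COXIII was at 26848 there and between 24326 and 36248 elsewhere. No explanation was tested.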
